A study of Mus musculus with 2 samples. Its data were reported in "Noncoding dsRNA induces retinoic acid synthesis to stimulate hair follicle regeneration via TLR3" (2019).

How the data were processed

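Wounded back skin of 2 Tlr3-deficient mice was profiled, 1 mouse treated with EtOH and 1 with atRA, with 1 array each. Per the labels, total RNA was extracted with an RNeasy kit and biotin-labelled cRNA was made with a 3' IVT Plus kit for an Affymetrix mouse array. The authors normalized the scanner intensities with the Robust Multichip Analysis (RMA) in Partek, and the deposited values are the resulting log2 expression values, 1 per probe set and array. RMA subtracts background, makes the intensity distributions of arrays equal and summarizes the probes of a probe set by median polish. It compresses large differences at low and high signal, and it removes any difference in total RNA between samples. The submitters' processing notes name Partek, RMA and mm10. Versions, and which arrays were normalized together, are not given in the sources used here, and background correction was therefore not varied.

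The table held 22206 probe sets. Values ran from 1.93 to 13.3 on the EtOH array, with a median of 5.62, and from 1.97 to 13.1 on the atRA array, with a median of 5.59. Pearson's r between the arrays was 0.982 and Spearman's rho 0.981 across probe sets, which are not independent replicates. Gene symbols came from the platform annotation and were matched by gene identifier to a RefSeq gene table of GRCm38.p6, the assembly that mm10 also names. Of the probe sets, 19572 named 1 gene, 0 named several and 2634 had no gene in the annotation used, and the latter were left out of the comparison. For the 55 genes with over 1 probe set (122 probe sets), the probe set with the highest mean of the arrays was used. Genes were kept where the higher of the 2 values was at or above the median of all values of both arrays, 5.61, which left 54.1% of genes.

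The difference was the log2 value with atRA minus that with EtOH. A gene was counted as higher or lower at 2-fold, a log2 difference of 1 in size. With 1 array per treatment no test was run, no p-value is given, and the t-test that the study's methods name was not used. The number of arrays limits the precision of each value, and the labels give no further samples of either treatment. For each of 36 gene lists, the median difference of the members kept was placed among the medians of 10000 random lists of the same size, drawn from 10 bins of mean level. A list was called apart from the rest where its percentile lay below 2.5 or above 97.5. Lists, thresholds and the rules for genes and probe sets were chosen before the data were examined. Of 956 symbols in the lists, 878 had a value, 10 of them through an older name.

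Genes were named by a fixed rule: 38 genes that the study discusses, of which 34 had a value, whatever that value was; the 15 genes with the highest and the 15 with the lowest difference; and from each list up to 5 kept members with a log2 difference of at least 1 in size, taken by size. The text prints a part of the 119 genes so named. Genes outside the rule are said to be chosen after their values were seen.

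The counting and the list percentiles were tested on a simulated pair of arrays with 10406 genes kept, the levels of the real arrays and a noise SD of 0.25. All 100 genes planted 4-fold higher and all 100 planted 4-fold lower were found, with 0 others called, and 3.5% of 200 lists of unchanged genes lay outside the limits. The simulated noise was independent between genes and smaller than the SD of 0.39 between probe sets of a gene in the real arrays. The planted differences also lay well past the 2-fold threshold. The simulation therefore checks the counting and gives no rate of wrong calls for the real genes or lists. Alternatives covered the scaling between arrays (equal medians, quantile normalization, removal of a loess trend with a span of 0.4), the floor (none, or the 75th percentile of all values), the probe set of a gene (mean, or lowest), a threshold of 1.5-fold, the mean of a list and random lists not matched on level. The removal of X and Y genes, and of list members that another list also holds, was added after seeing the data. Intervals of differences between lists came from 10000 bootstrap draws over genes or pairs of genes. The analysis used Python 3.11.15, numpy 2.4.6, pandas 2.3.3, scipy 1.17.1, statsmodels 0.14.6 and matplotlib 3.10.9.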

Results

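Gene expression was measured in wounded back skin of 2 mice that lack toll like receptor 3 (Tlr3), the receptor for double-stranded RNA in the endosome. Both mice carried a wound of 1.2 cm2, and the study's methods place wounding in telogen, the resting phase of the hair cycle. The methods give no hair cycle stage for the tissue when it was taken. On wound day 1 the wound of 1 mouse was covered with 30 µl of ethanol (EtOH), the vehicle, and that of the other with 0.1 µg of all-trans retinoic acid (atRA) in the same volume. atRA is the active form of vitamin A and acts through nuclear receptors. The labels give an age of 21 days for the EtOH mouse and 22 days for the atRA mouse, and no time of tissue collection. The study's methods describe skin of such mice taken after the wounds had closed, without tying that to these arrays. RNA from each wound was read on 1 mouse array with 22206 probe sets, which gave values for 19505 genes, and 10547 of these reached the intensity floor on at least 1 of the arrays. With 1 array per treatment, no difference in this report has a replicate check, and each one compares a single mouse with another. The mice may also differ in sex, since Eif2s3y, Uty and Kdm5d of the Y chromosome were above the floor on the atRA array alone. Differences given below as higher or lower with atRA therefore cannot be told apart from effects of sex.

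Tlr3, the gene targeted in this strain, read 4.31 with EtOH and 4.01 with atRA on the log2 scale, both below the floor of 5.61. The gene lies on chromosome 8 from 45395665 to 45411075 (GRCm38.p6, the assembly that mm10 also names). Which part of its transcript the probes cover is not given in the sources used here, so these values do not check the genotype.

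The comparison asked which genes differ when atRA is put on wounds of mice that cannot sense double-stranded RNA through Tlr3. Genes of the upper, cornifying epidermis were higher on the atRA array, and genes of the hair shaft, dermal fibroblasts and interferon responses were lower. Lce3f, which encodes a late cornified envelope protein, read 5.19 with EtOH, below the floor, and 8.61 with atRA, a log2 difference of 3.41. Retnla, a secreted product of alternatively activated macrophages, read 8.36 with EtOH and 2.90 with atRA, a computed difference of -5.46 whose size is uncertain because the atRA value lies below the floor. Textbook retinoic acid target genes as a group did not stand apart, with a median log2 difference of -0.01 over 11 genes.

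Of the 10547 genes, 205 were at least 2-fold higher and 191 at least 2-fold lower with atRA, together 3.75% of the genes kept. At 4-fold the counts were 14 higher and 24 lower. In 54 of the higher and 73 of the lower genes the smaller of the values lay below the floor, where signal is hard to tell from background, so the size of these differences is uncertain. The differences had an SD of 0.45 over genes, and 80.8% of genes lay within 0.5 of 0. The log2 differences of probe sets that name the same gene had an SD of 0.39 around their gene's mean, over 16 genes with probe sets at or above the floor. Over all 55 genes with over 1 probe set that SD was 0.28. Both cover probe error and not the variation between mice, and with so few genes a single discordant gene can weigh heavily. With a stricter intensity floor, the 75th percentile of all values, 112 genes were at least 2-fold lower.

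**Figure D1:**
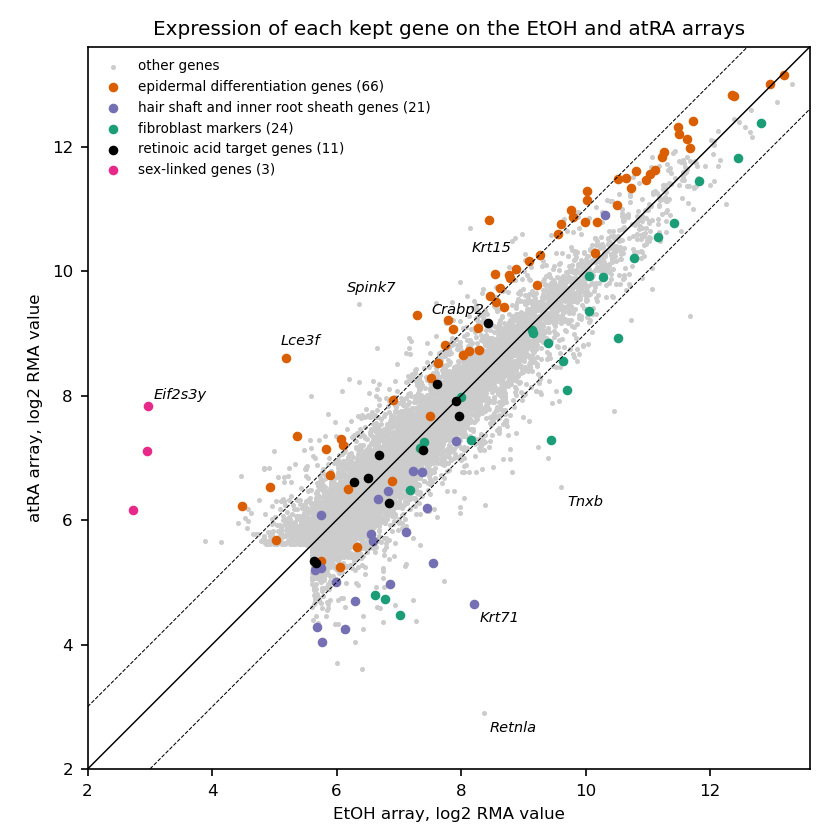
Log2 RMA values of the 10547 genes kept on the EtOH array (x axis) and the atRA array (y axis), 1 point per gene, with a solid line at equal values and dashed lines at a 2-fold difference. Epidermal differentiation genes lie mostly above the solid line and fibroblast markers below it, while the 11 retinoic acid target genes lie within the dashed lines.

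Epidermal differentiation genes, which build the suprabasal and cornified layers, had a median log2 difference of 0.82. Of the 66 members kept, 61 were above 0, 27 were at least 2-fold higher and 0 at least 2-fold lower. The median lay above those of all 10000 random lists matched on mean level, whose central range ran from -0.10 to 0.09. The study named this category from these samples, so its count is not independent evidence. The highest members were Lce3f, Lce3c (2.38), Lce3b (1.98) and Lce3e (1.75), together with Sprr2d at 7.29 and 9.29, all parts of the cornified envelope, and Lce3d (2.55) was among the highest genes of the array. Such small paralogs share sequence, so a value of a single Lce3 or Sprr2 gene is uncertain. Ovol1, a transcription factor of epidermal differentiation, was higher by 1.32. Krt1, the main keratin of the suprabasal layers, differed by 0.05, from 12.96 to 13.01, close to the top of the scale. The list held 12 of the 100 highest genes, where its share of all genes kept gives 0.626.

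Protease genes as a list did not stand apart, with a median of 0.07 over 53 genes at percentile 88.5 of matched random lists (0.21 as a mean and 0.04 with the stricter floor). Of its members, 13 were at least 2-fold higher and 2 at least 2-fold lower. The list held 9 of the 100 highest genes and 2 of the 100 lowest, where its share of all genes kept gives 0.503 in each. The study named the category from these samples, so it is not independent evidence. Among single genes, Spink7, a serine protease inhibitor of the Kazal type, was higher by 3.11 and Serpinb11, a serpin, by 2.40. The Serpinb family, chosen after its values were seen, went both ways, with 8 of 13 genes kept above 0 and 5 below. The membrane protease Tmprss11b had a difference of 2.12, and the kallikreins Klk14, Klk9 and Klk13, serine proteases of the shedding epidermis, had 1.98, 1.66 and 1.66. The stefins Stfa2l1, Stfa2 and Stfa1, which inhibit cysteine proteases, had 2.07, 1.84 and 1.15. The matrix protease Mmp3 was lower at -1.68.

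Basal keratinocyte genes had a smaller median of 0.40 over 16 genes, at percentile 99.99, with 12 above 0 and 4 below, and 0 of them passed 2-fold. Trp63, the transcription factor that maintains the basal layer, was higher by 0.67. Wound keratinocyte genes had a median of 0.19 over 24 genes, at percentile 98.7, and 0.41 with the stricter floor. Of these genes, 16 were above 0 and 8 below, 5 at least 2-fold higher and 1 at least 2-fold lower. Ereg, a ligand of the epidermal growth factor receptor, was higher by 1.89 and Gjb6, a gap junction protein, by 1.85. Hypoxia and glycolysis genes had a median of 0.53 over 17 genes, above all 10000 random lists. Hk2, the hexokinase that starts glycolysis, was higher by 2.11 and Egln3, an oxygen sensing enzyme, by 1.66. Cell cycle genes had a median of 0.03 over 31 genes, at percentile 71.1, and 0 passed 2-fold.

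**Figure D2:**
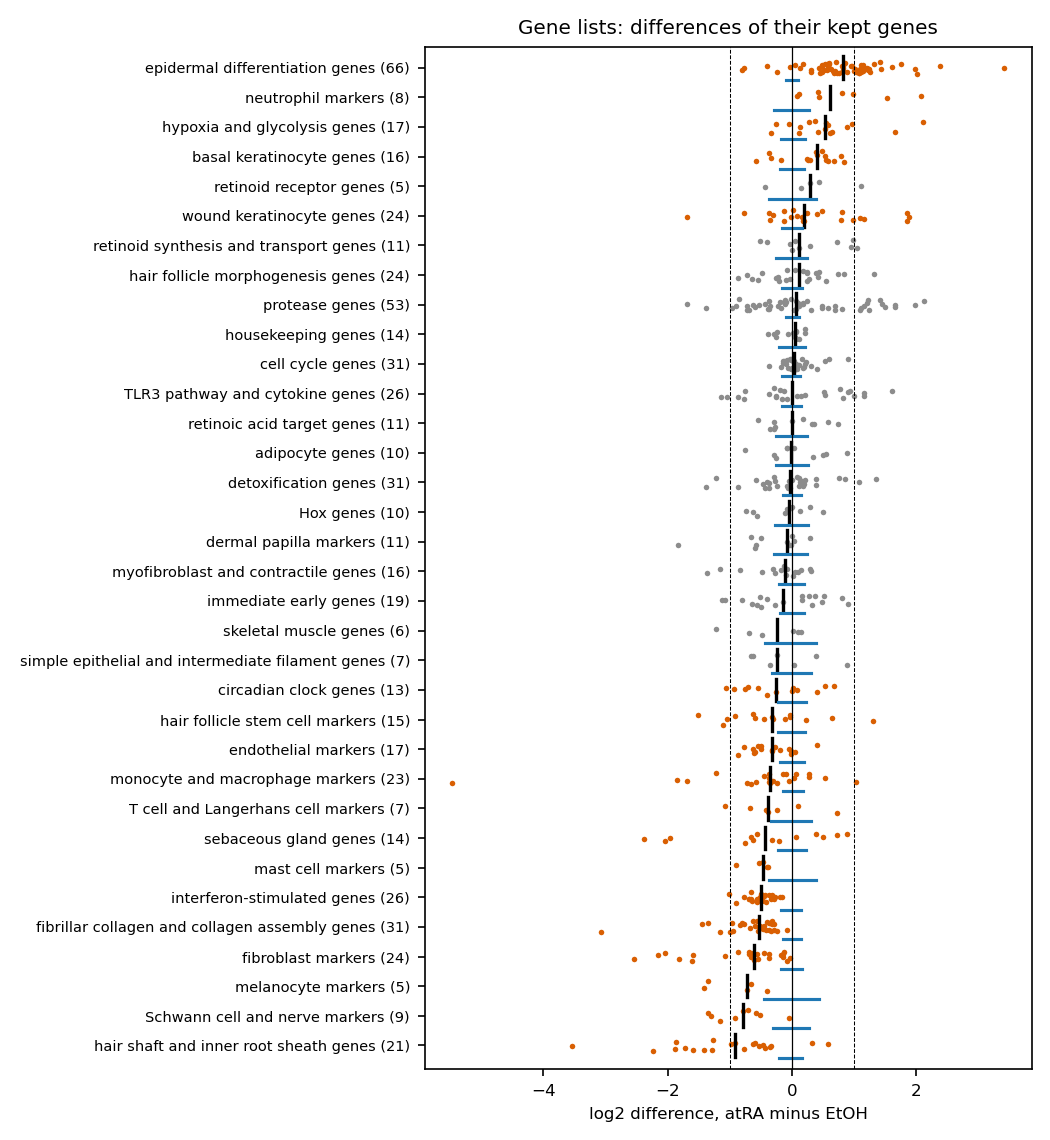
Log2 differences (atRA minus EtOH, 1 array each) of the genes kept in each list with at least 5 of them, with points for genes, black bars for list medians and blue lines for the central range of medians of 10000 matched random lists. Lists with a median outside that range are orange, with epidermal differentiation genes highest at 0.82 and hair shaft and inner root sheath genes lowest at -0.92.

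Hair shaft and inner root sheath genes were lower with atRA, with a median of -0.92 over 21 genes, below all 10000 random lists. Of these genes, 2 were above 0 and 19 below, with 9 at least 2-fold lower and 0 at least 2-fold higher. All 9 were among the 100 lowest genes, where 0.199 would be expected. Krt71, Krt27 and Krt28, keratins of the inner root sheath, had differences of -3.55, -1.89 and -1.87, and Tchh, which encodes trichohyalin, had -2.24. The keratin associated proteins Krtap22-2, Krtap7-1 and Krtap1-5, which cross-link keratin in the hair shaft, had -2.90, -2.80 and -2.26. Each hair gene named in this paragraph read below the floor on the atRA array, so the sizes of these differences are uncertain. Many genes of the list read near the floor. The list median was -0.58 with no floor and -0.63 with the stricter floor, under which 3 members were among the 100 lowest genes.

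Hair follicle stem cell markers had a median of -0.32 over 15 genes, at percentile 0.45. Their members went both ways. Krt15, a keratin of bulge stem cells, was higher with atRA by 1.30, from 8.76 to 10.06, while Krt19, another bulge keratin, read 4.44 and 4.35, both below the floor. Cd34, Gli1 and Tcf7l1 were lower at -1.51, -1.11 and -1.04, and Lgr5, a receptor of cycling follicle stem cells, was lower at -0.92. Cd34 also marks vessels and dermal cells. Endothelial markers were lower in the same array with a median of -0.33 (-0.15 with the stricter floor), and fibroblast markers with -0.62. The cells behind the higher Krt15 value are not known either, since whole wound tissue was read and basal keratinocyte genes were higher, with a median of 0.40. Hair follicle morphogenesis genes had a median of 0.11 over 24 genes, at percentile 92.2, in a category that the study named from these samples and that is not independent evidence. With no floor that median turned to -0.05. Its member past 2-fold was Ovol1 (1.32), which the epidermal differentiation list also holds. The ligand Wnt7b differed by 0.39 and Shh by -0.23, and Edar and Lef1 read below the floor. Dermal papilla markers had a median of -0.08 over 11 genes, at percentile 31.2 (-0.36 as a mean), with the leptin receptor gene Lepr at -1.84.

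Retinoic acid target genes lay at percentile 48.5 of matched random lists, with 5 members above 0, 6 below 0 and 0 past 2-fold. Crabp2, which carries retinoic acid to its receptors, was higher by 0.74. Cyp26b1, which degrades retinoic acid, read 7.91 on both arrays, and Dhrs3, which lowers retinaldehyde, differed by -0.30 and Stra6, a retinol transporter, by 0.17. Cyp26a1 and Rarb, targets that retinoic acid induces in many tissues, were below the floor on both arrays, at 3.52 and 4.18 for Cyp26a1 and 5.39 and 5.52 for Rarb. With no floor the median of the list was 0.13. Retinoid synthesis and transport genes had a median of 0.11 over 11 genes (percentile 83.1), which was 0.21 with no floor, 0.95 with the stricter floor and 0.29 as a mean. Without members that other lists hold, an alternative chosen after seeing the data, it was 0.38. Rbp2, a retinol carrier, was the member past 2-fold at 1.04. Aldh1a3, an enzyme that makes retinoic acid, read 6.36 on both arrays, and Aldh1a1 and Aldh1a2 were below the floor, with differences of 0.55 and 0.15. Dhrs9 and Rdh16, which the study names as retinoic acid pathway enzymes in laser-treated human skin, were below the floor as well, with differences of 1.17 and 0.54. The sizes of these differences below the floor are uncertain. Retinoid receptor genes had a median of 0.29 over 5 genes (percentile 94.2), and 0.15 with no floor or with the lowest probe set of each gene. Rarg was at 0.44 and Rara at -0.44. The member past 2-fold was Rora at 1.10, which read -0.77 with its lowest probe set, so its direction is uncertain.

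**Figure D3:**
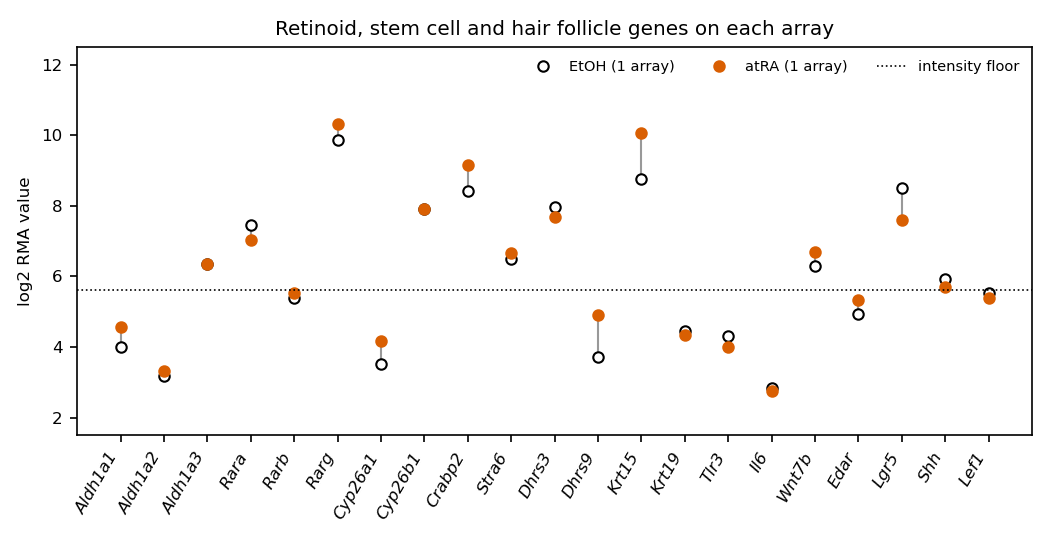
Log2 RMA values of retinoid, stem cell, hair follicle and immune genes that the study discussed, on the EtOH array (open points) and the atRA array (filled points), with a dotted line at the intensity floor of 5.61. Krt15 lies 1.30 higher with atRA, Cyp26b1 and Aldh1a3 read alike on both arrays, and Tlr3, Krt19 and Il6 lie below the floor.

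Interferon-stimulated genes were lower with atRA. All 26 kept were below 0, and their median of -0.49 lay below all 10000 random lists. Ifit3, an antiviral protein, was the member past 2-fold at -1.01, and at -0.98 with equal array medians it was not. The cytosolic RNA sensors Ddx58 (RIG-I) and Ifih1 (MDA5) had differences of -0.45 and -0.42. Irf3, the transcription factor downstream of Tlr3, was lower at -0.76, and the Tlr3 adaptor Ticam1 differed by -0.07. TLR3 pathway and cytokine genes had a median of -0.00 over 26 genes (percentile 53.9) and 0.36 with the stricter floor, and split in direction. Its inflammatory part follows a category that the study named from these samples and is not independent evidence. The epidermal cytokines Il1f6 and Il1f8, members of the interleukin 36 family, were higher by 1.61 and 1.16 and Il1a by 1.15, while the chemokine Ccl2 and the alarmin Il33 were lower at -1.04 and -1.15. Stat3 differed by -0.16, and Il6 was below the floor at 2.85 and 2.75.

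Markers of several immune cell types differed alongside these genes. Monocyte and macrophage markers had a median of -0.36 over 23 genes, below all 10000 random lists, and -0.55 as a mean, 6 above 0 and 17 below, with Retnla, Folr2 (-1.85) and Ccr2 (-1.69) lowest and the arginase gene Arg1 higher at 1.03. Neutrophil markers were higher, with a median of 0.62 over 8 genes at percentile 99.99, and the size rested on the floor: 12 of 20 members with a value lay below it, and the median was 0.35 with no floor and 1.53 with the stricter one. The decoy receptor Il1r2, a member of this list, was higher by 1.53 and is itself the member that gives the median under the stricter floor. The list's other member past 2-fold was the stefin Stfa2l1 (2.07), given above among protease inhibitors. Whole wound tissue was read, so these values do not show which cells expressed the genes. Without members that other lists hold, an alternative chosen after seeing the data, the neutrophil median was 0.42. T cell and Langerhans cell markers had a median of -0.39 over 7 genes (percentile 1.21), with 11 of 18 members below the floor and a median of -0.11 without one. Mast cell markers had a median of -0.47 over 5 genes (percentile 1.01), with 10 of 15 members below the floor. Other lists also hold 4 of these 5 genes, so the mast cell median is not a separate result.

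Fibroblast and collagen genes were lower with atRA. All 24 fibroblast markers were below 0, with a median of -0.62 and 7 genes at least 2-fold lower, among them Clec3b (-2.54), Dlk1 (-2.16), Fap (-2.04), Pi16 (-1.82) and Mfap5 (-1.61). All 31 fibrillar collagen and collagen assembly genes were below 0 as well (30 after quantile normalization of the arrays), with a median of -0.53 and 4 at least 2-fold lower, a category that the study named from these samples and that is not independent evidence. Tnxb, which encodes the matrix protein tenascin X, had -3.07, Col14a1 -1.44 and Eln, the elastin gene, -1.34. Both medians lay below all 10000 random lists. Other matrix genes among the lowest were Efemp1 (-2.71), Prelp (-2.39), Col6a6 (-2.30) and the secreted Wnt modulator Sfrp4 (-2.70). Myofibroblast and contractile genes did not stand apart, at -0.11 over 16 genes (percentile 13.2), or -0.25 as a mean.

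Several lists of other structures in skin had medians below 0 in the same array. Sebaceous gland genes had a median of -0.44 over 14 genes (percentile 0.05) but went both ways, 5 above 0 and 9 below, with Scd3, Far2 and Fa2h, enzymes of sebum lipid synthesis, at -2.39, -2.04 and -1.97. Schwann cell and nerve markers had -0.79 over 9 genes, below all 10000 random lists, with Sox10 (-1.34) and the myelin gene Mbp (-1.30). Melanocyte markers had -0.73 over 5 genes (percentile 0.14) and -1.42 with the stricter floor, which is the value of Ednrb, and endothelial markers lay at percentile 0.07 over 17 genes. Adipocyte genes (-0.02 over 10 genes), skeletal muscle genes (-0.24 over 6 genes) and housekeeping genes (0.04 over 14 genes) did not stand apart. With the stricter floor adipocyte genes were at -0.17, and with no floor at 0.02. Skeletal muscle genes were at 0.04 with no floor and at -0.49 without members that other lists hold, an alternative chosen after seeing the data. In all, 19 of 36 lists lay outside the central range of random lists, where 1.8 would by chance if lists were independent. Members of a list vary together within a sample, so the percentiles describe these 2 arrays and not the treatment.

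The arrays also differed in 3 transcripts of the Y chromosome. Eif2s3y, Uty and Kdm5d read 2.96, 2.96 and 2.73 with EtOH and 7.84, 7.11 and 6.17 with atRA, with computed differences of 4.88, 4.15 and 3.44. Their EtOH values lie far below the floor, so the sizes are uncertain. The other 2 Y genes kept, Gm20806 and Gm20854, named here after their values were seen, read close to the floor on both arrays, with differences of 0.10 and 0.05. The labels do not give the sex of the mice, and the study's methods describe wounding of both males and females. Without genes on the X and Y chromosomes, 197 genes were at least 2-fold higher and 183 at least 2-fold lower, an alternative chosen after seeing the data.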

Values the study reported

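The study described wounded skin of wild type and Tlr3-deficient mice as frozen on post wound day 11, once the wounds were closed.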

Additional observations from a re-analysis of the deposited data

Results flagged for a closer look

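Of the 2634 probe sets with no gene in the annotation used, 1061 reached the intensity floor, and 17 of these were at least 2-fold higher on the atRA array than on the EtOH array. They are given here because they lie outside the genes compared above. Another 17 were at least 2-fold lower, together 3.20% of those above the floor, where 3.75% of the named genes passed 2-fold. No explanation was tested for them.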

How the results depend on the processing

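Apart from the removal of X and Y genes and of members shared between lists, the alternatives were fixed before the data were examined. Over all settings that recompute list medians, 39 of 323 values moved by more than the SD of random medians and 0 of the lists apart from the rest changed sign. Several list medians rest on the floor, and the larger of these moves are given beside the lists. Among 795 values of named genes, 1 moved by more than 0.387, the SD between probe sets of a gene, and 1 changed sign. Both were of the nuclear receptor gene Rora. Its difference of 1.10 became 0.46 with the mean of its probe sets and -0.77 with the lowest one, so its direction rests on the choice of probe set. The floor settings leave a gene's difference unchanged, and the probe set settings act only on the 55 genes with over 1 probe set. The count therefore says little about most named genes. The 3 scalings shifted the median of all probe sets by at most 0.0325. With equal array medians the share of higher genes among those past 2-fold was 57.1% in place of 51.8%, since this scaling adds 0.0325 to every difference. The stricter floor, which leaves fewer genes, gave 112 genes at least 2-fold lower and 57.4% higher, a hair shaft and inner root sheath median of -0.63, 19 epidermal differentiation genes among the 100 highest and 3 hair shaft genes among the 100 lowest. With no floor, the median was 0.13 for retinoic acid target genes and -0.58 for hair shaft genes, since members with low signal then count. At 1.5-fold, 753 genes were higher and 761 lower, which follows from the lower threshold. Means in place of medians were -1.05 for hair shaft genes and -0.84 for fibroblast markers; the cause was not tested. The medians of epidermal differentiation genes (0.81 to 0.85) and interferon-stimulated genes (-0.52 to -0.42) kept their sign in every alternative. Matching of the random lists changed 0 of 36 calls. Of the 100 highest genes 97 were shared after quantile normalization and 67 under the stricter floor, and of the 100 lowest 98 and 55. Leaving out probe sets whose identifier marks shared sequence was not run, since the identifiers hold no such mark. Signal near the floor limits what can be said of genes such as Krt19, Cyp26a1 and Il6.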

Other observations

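The families in this and the next paragraph were chosen after their values were seen. Skint genes, which encode selection and upkeep proteins of epidermal T cells expressed by keratinocytes, were higher with atRA: all 8 kept were above 0, with a median of 1.15, and 5 were at least 2-fold higher, among them Skint6 at 1.35. The acid lipases Lipk, Lipn and Lipm, enzymes of the granular layer, had differences of 2.01, 1.59 and 1.21. The epithelial sodium channel subunits Scnn1b, Scnn1g and Scnn1a had 1.58, 1.41 and 0.38. In contrast, the lipid transporter genes Abca6, Abca8a, Abca8b and Abca9, which lie side by side on chromosome 11, had -2.30, -1.88, -1.25 and -0.99. These signs held under each of the 3 scalings.

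Several gene clusters differed in a single direction. All 5 Lce3 genes kept, on chromosome 3 from 92932979 to 92993426 (GRCm38.p6), were at least 2-fold higher, with a median of 2.38. All 14 Lce1 genes were above 0 at a lower median of 0.59. Of the 9 Klk genes kept, on chromosome 7 from 43680880 to 43851181, 7 were at least 2-fold higher and 0 lower. Of 50 Krtap genes with a value, 23 were kept and the rest lay below the floor. All 23 were below 0, with a median of -0.87. Chromosome 3 held 15 of the 100 highest genes against 5.35 expected from its share of genes, and chromosome 11 held 18 of the 100 lowest against 8.36. Circadian clock genes had a median of -0.27 over 13 genes (percentile 1.06) and -0.55 with the stricter floor, but split in direction, 6 above 0 and 7 below, with the clock repressor Nr1d1 at -1.07. Immediate early genes had -0.15 over 19 genes (percentile 6.40) but 0.30 with the stricter floor, detoxification genes -0.04 over 31 (percentile 30.4), Hox genes -0.05 over 10 (percentile 37.1, and -0.28 with the stricter floor), simple epithelial and intermediate filament genes -0.25 over 7 (percentile 6.51, and -0.11 with no floor) and red blood cell genes 0.13 over 1 (percentile 69.5). The study named the detoxification and intermediate filament categories from these samples, so they are not independent evidence. The sex-linked list, 3 genes of the Y chromosome, had a median of 4.15 (percentile 100).

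Of the tests in the following paragraphs, the one on genes that escape X inactivation was set before its result was seen and the others after.

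The epidermal differentiation and basal keratinocyte lists had medians above 0. Medians of the fibroblast, collagen, sebaceous gland, nerve, and hair shaft and inner root sheath lists were below 0. Sebaceous gland genes went both ways, and the dermal papilla, myofibroblast and hair follicle morphogenesis lists did not stand apart. Scaling between the 2 arrays, overall or by level, would shift genes of like level alike, which is argued against: of 23 differentiation genes, each paired with 1 fibroblast marker within 0.25 of its mean level, 23 had the higher difference, by a median of 1.32 (95% bootstrap interval over pairs 1.17 to 1.65). The directions of both lists were known when this test was set, so what it adds is the match on level. Its interval treats pairs as independent and does not cover variation between mice. A larger share of epidermis of unchanged make-up stays open: differentiation genes exceeded basal genes by a median of 0.423 (95% bootstrap interval over genes 0.186 to 0.761), and by 0.648 (0.291 to 1.25) among members with a mean level under 11, away from the top of the scale, where an equal shift is predicted, but the study named the differentiation category from these samples, and dermal cells also express basal members such as Itgb1 (-0.36, named after its value was seen). A sample with more upper epidermal layers, fewer follicles and less dermis, from where the wound was cut or how far it had closed, may also give the pattern, and no value here excludes it. The treatment rather than the mouse as the source cannot be told apart with 1 array per treatment, and the sex and the labelled age of the mice also stay open and untested.

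Retinoic acid target genes did not stand apart although retinoic acid was the treatment. No test here separates a weak signal from no response in the 11 members above the floor. The other 7 stay open as well: with signal too low, members below the floor could hold a response that the array does not show. A response that had ended, or had not begun, when the tissue was taken may also account for it and was not tested, because the labels give no time of collection and the study's methods, which describe skin taken after wound closure, do not tie it to these arrays.

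Eif2s3y, Uty and Kdm5d of the Y chromosome were above the floor on the atRA array alone, while 2 other Y genes read close to the floor on both. Mice of different sex are a candidate explanation: genes that escape X inactivation, which females express from both X chromosomes, had a median difference of -0.29 over 4 genes, past the limit of -0.2 set beforehand. The support from these X genes is weak, because Kdm5c (-0.64), Kdm6a (-0.36) and Eif2s3x (-0.22) were lower with atRA but Ddx3x was not (0.11), and the median lay at percentile 6.67 of matched random lists. That limit does not weaken the Y transcripts themselves. They read 2.96, 2.96 and 2.73 with EtOH and 7.84, 7.11 and 6.17 with atRA, as a female EtOH mouse and a male atRA mouse would. The study's methods describe wounding of both male and female mice. Of the 396 genes past 2-fold 96.0% lie on autosomes, as do 97.1% of all genes kept, but dosage of X and Y genes as the source of the other differences stays open, since it can act on autosomal genes. Effects of sex on autosomal genes cannot be told apart from those of atRA with 1 mouse per treatment.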
